A study of Caenorhabditis elegans with 28 samples. Its data were reported in "Dynamics of miRNA accumulation during C. elegans larval development" (2024).

How the data were processed

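Small RNAs from whole C. elegans larvae were sequenced as single-end reads in 28 libraries, 14 of the wild-type strain N2 and 14 of HW3527, a strain with the tm2321 allele of ebax-1. Larvae were grown at 25 °C after synchronised hatching and 1 library was made per strain and hour from 18 to 31 h. Strain and hour were taken from the labels of each library. According to the methods of the study, the authors trimmed the 3′ adapter, aligned reads with Bowtie through QuasR to the ce10 genome while allowing many hits per read, and counted reads of the same strand whose 5′ end lay within 3 bp of the annotated 5′ end of a mature miRNA arm of miRBase. Versions of these tools are not given in the sources used here, and the submitters' processing notes name Bowtie and ce10.

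The deposited count table held whole-number counts for 437 arms, with no pooling of libraries. The deposited log2 table held the same counts, which the authors divided by the library total, multiplied by the mean library total, and transformed to log2 after adding a pseudocount of 8. Recomputation from the counts gave the deposited log2 values within 0.0005, and both tables used every sample column once. Scaling to the total makes each arm a share of all counted reads, so a rise of a few abundant arms lowers all others, and the pseudocount compresses differences of rare arms. Library totals ran from 4938126 to 13223782 counts. No 2 libraries held identical counts. An arm with 0 reads in a library may still hold up to 3 counts, a normalised count of 1.90 in the deepest and 5.08 in the shallowest library, and this floor covers counting error only.

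The main test followed the methods of the study. Wild-type libraries of 18 to 28 h were matched to mutant libraries of 21 to 31 h, because the study found the mutant delayed by 3 h in its mRNA, which was not used here. In the resulting 22 libraries and 11 matched hours, limma 3.58.1 in R 4.3.3 fitted a cubic B-spline of matched hour with 6 components, strain, and their interaction to the deposited log2 values, with 14 coefficients and 8 residual degrees of freedom. The 406 arms with a read in these libraries were tested. An arm was called for any strain effect when the F test of all strain terms gave a Benjamini-Hochberg adjusted p under 0.01. The sign came from the mean of the fitted difference over the 11 hours, which was also tested on its own, as were the 6 interaction terms. Folds between strains were taken from this mean log2 difference, with the pseudocount included, and are not ratios of the mean counts. The guide arm of a hairpin was the one with the higher mean in wild type. The guide to passenger ratio was fitted with the same limma model and called on the mean difference alone, not on the F test of all strain terms, in hairpins whose arms both averaged at least 10 normalised counts. Rhythms were tested with limma using a linear trend plus a cosine and sine of a 7 h period, in both strains together and in the 14 libraries of each strain, where arms without a read in that strain were left out. Hours are single libraries and the labels name no replicate cultures, so p-values measure only the spread of these libraries around a smooth curve, which may be technical, and strain is confounded with culture.

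These tests, the alternatives, the miRNA lists and the rule for named arms were fixed before the data were examined. Each list was read as guide arms and, apart, passenger arms: the mir-35 family, 4 miRNAs that the study tied to EBAX-1 (mir-71 and mir-235 in these samples, mir-247 and mir-788 in a later time course not used here), the let-7, lin-4, mir-51, mir-58, mir-44, mir-2, mir-72 and mir-63/64 families, the mir-42 cluster, 3 late-rising miRNAs (mir-357, mir-358 and mir-359), mirtrons, and markers of neurons, muscle, intestine, glia and epidermis. List members without a tested arm were left out. Named were the members of these lists, the 10 arms with the largest positive and 10 with the largest negative difference among called arms with a mean of at least 50 in a strain and 1 sign in at least 9 of 11 hours, up to 10 arms called for rhythm, the 5 hairpins with the largest ratio change each way, and the 5 steepest rising and falling arms of wild type. Lists of at least 4 arms were tested with camera of limma at a preset correlation of 0.01, with an estimated correlation, with fry, and with camera on an edgeR model.

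Alternatives were lags of 0, 1, 2 and 4 h, splines of 3, 4 and 5 components, TMM factors of edgeR 4.0.16, size factors of DESeq2 1.42.0, pseudocounts of 1 and 32, minimum means of 10 and 50, the quasi-likelihood test of edgeR, the likelihood ratio test of DESeq2, moderation with trend, the matched hour as a block, a threshold of 0.05, periods of 6 and 8 h, and each library left out in turn. To ask how often chance gives as many calls, strain labels were swapped within matched hours, in 100 of the 1024 possible splits with the real one included. The calculations were tested on simulated counts with the dispersion of these libraries, 0.0275. The test of any strain effect recovered 15.4% of 26 arms changed by 0.5 on the log2 scale, 81.0% of 42 changed by 1 and 100% of 24 changed by 2, all with means of at least 50. The rhythm test recovered 38.5%, 90.5% and 100% of the same arms, and the ratio test 58.3% of 24 hairpins changed by 0.5 and 100% of those changed by 1 or 2. No false call was made among 406 unchanged arms in the tests of strain effect and rhythm. The simulation gave every arm the same dispersion, drew each hour independently and held no culture effect. These rates of recovery and of false calls may therefore not hold for the real libraries. Positions are those of the WBcel235 gene annotation, not of the ce10 build used for counting, and 240 of 247 hairpin names matched a single annotated gene.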

Results

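Small RNAs were measured in wild-type C. elegans and in mutants of ebax-1, which encodes the substrate adapter of a Cullin-RING ubiquitin ligase that takes part in the decay of certain miRNAs. Each strain was sampled hourly from 18 to 31 h of larval growth, with 14 libraries per strain. The median library held 8812898 counts in wild type and 7719984.5 in the mutant, and 312 to 349 of the 437 arms had a read. The 10 most abundant arms took 60.8% to 68.2% of a library, with miR-58a-3p or miR-81-3p at the top in every library. The ebax-1 mRNA was not analysed here, so the genotypes rest on the labels.

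The comparison of the strains at matched hours asked which mature miRNAs accumulate differently without EBAX-1. The 3p arms of the mir-35 family, whose members act in the embryo, showed the largest increases. miR-35-3p rose from a normalised count of 3722 ± 1528 to 39350.5 ± 8535 (SD, n = 11 hours per strain). Its mean log2 difference was 3.48 ± 0.06 (SE), a fold of 11.1. miR-38-3p rose 10.7-fold (3.42 ± 0.12), miR-39-3p 10.1-fold (3.33 ± 0.07), miR-37-3p 9.63-fold (3.27 ± 0.06), miR-40-3p 8.16-fold (3.03 ± 0.04) and miR-36-3p 7.32-fold (2.87 ± 0.09). miR-42-3p, encoded apart from the other members, rose 4.27-fold (2.09 ± 0.05), and the rare miR-41-3p rose from 4.10 to 39.6 normalised counts (1.85 ± 0.23), a call kept in 5 of 22 fits that each left out 1 library. All 8 arms were higher in the mutant in 11 of 11 matched hours. Their limma adjusted p for any strain effect ranged from 2.49e-10 for miR-40-3p to 0.00501 for miR-41-3p.

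The genes of miR-35 to miR-41 lie on chromosome II between 11537608 and 11538404 of WBcel235, within an intron of Y62F5A.9 on the opposite strand. miR-42, miR-43 and miR-44 lie in an intergenic stretch of the same chromosome between 11889811 and 11890118. By the guide rule, 8 guide arms and 8 passenger arms of the family were tested. Of the guide arms 6 rose and 2 did not pass, and of the passenger arms 3 rose, 1 fell and 4 did not pass. Adjusted over the list alone, 6 guide arms rose, and 3 passenger arms rose and 2 fell. In miR-41 and miR-42 the 5p arm was the more abundant one in wild type, so the 3p arms that rose there count as passengers. The 5p arm of miR-37 rose by 0.67 ± 0.09 and that of miR-39 fell by 0.44 ± 0.08, a call lost with TMM factors (limma adjusted p = 0.0686) and with the matched hour as a block, which tests the mean difference alone (0.0126). With camera of limma at the preset correlation, the guide arms as a set were shifted upward relative to the other arms (adjusted p = 1.33e-09). They did not pass with an estimated correlation (camera adjusted p = 0.0405). The study also described the increase of this family in these samples, so the list is not independent evidence of its direction. The median guide change was 3.15 with the library total and 3.31 with TMM factors.

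**Figure D1:**
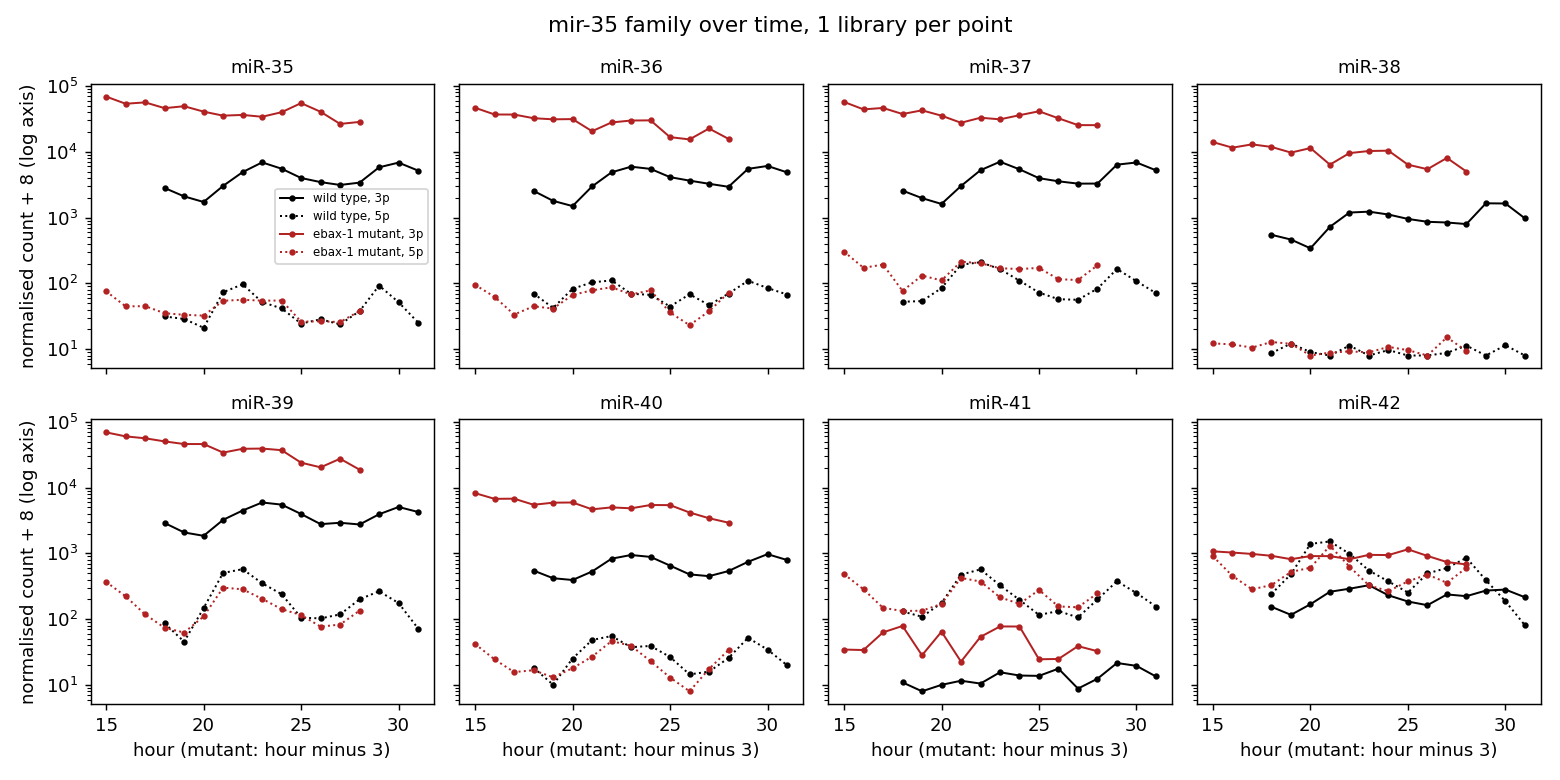
Normalised count plus 8 (log axis) of the 3p arms (solid) and 5p arms (dotted) of the 8 mir-35 family members against hour, with mutant hours moved back by 3 h; each point is 1 library, wild type in black and the ebax-1 mutant in red. The 3p arms of the mutant lie above those of wild type at each matched hour, while the 5p arms overlap.

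Beyond this family, miR-235-3p, the worm member of the miR-92 family, had a log2 difference of 1.61 ± 0.13 (SE, limma adjusted p = 0.000179), a fold of 3.05. Its mean normalised count was 91598.9 ± 47159 in wild type and 240972 ± 47810 in the mutant (SD, n = 11 hours). miR-4807 rose 3.06-fold (1.61 ± 0.09) and miR-43-3p 2.90-fold (1.53 ± 0.15). The largest decreases were those of miR-785-3p, which fell by 1.40 ± 0.09 on the log2 scale, and of miR-85-3p, which fell by 1.37 ± 0.08 and was lower in 10 of 11 hours. miR-85-3p rises steeply in wild type, as given below, so the size of its difference depends on the lag of 3 h. miR-795-3p fell by 1.32 ± 0.08, miR-799 by 1.25 ± 0.16, miR-1020-3p by 1.24 ± 0.13, miR-60-3p by 1.11 ± 0.15, miR-8196a-3p by 1.07 ± 0.11, miR-1829c-5p by 1.03 ± 0.06, miR-392-3p by 0.91 ± 0.12 and miR-4816-5p by 0.90 ± 0.10. The gene of miR-235 is intergenic on chromosome I (6162291 to 6162387), that of miR-785 intergenic on X (3004668 to 3004761), and that of miR-85 lies on chromosome II (8393553 to 8393658) within an intron of F49E12.8 on the opposite strand.

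In total 67 of 406 arms (16.5%) were called by limma, 23 higher and 44 lower in the mutant. Guide arms made up 16 of the higher and 29 of the lower calls, and 61 of the called arms had a mean of at least 50. The count was 42 with a pseudocount of 1, 136 and 124 at lags of 0 and 1 h, and 34 without the wild-type library of 25 h. It was 44 without that of 20 h, 39 without that of 26 h and 37 without those of 24, 27 or 28 h. The mutant libraries of 28, 29 and 31 h held 301, 647 and 754 normalised counts of miR-62, a mirtron, against at least 1235 in every other mutant library, and those of 28 and 29 h had the lowest miR-58a-3p (557682 and 609198). The same 3 libraries were the shallowest of the mutant, with 5055100, 4970366 and 6125674 counts, and had the fewest arms with a read (312, 312 and 316). With these 3 libraries left out, chosen after seeing the data, limma called 17 arms, 16 of them among the 67. The 17 calls were 11 higher and 6 lower. The 3p arms of miR-35 to miR-40 and miR-42, miR-4807, miR-85-3p, miR-795-3p, miR-795-5p, let-7-3p, miR-63-3p and lsy-6-3p kept their calls. Every other arm of the 67 that the rule for named arms had picked lost its call. Among them were miR-235-3p (difference 1.69, limma adjusted p = 0.0194) and miR-71-5p (0.63, adjusted p = 0.0488). Called arms outside that rule, such as miR-253-3p, miR-230-3p and miR-34-5p, are not covered by this statement. Of 163 sets of 3 mutant libraries left out, the median gave 41 calls and 4, this set included, gave at most 17. Tested on the mean difference alone, 33 arms were higher and 90 lower, 123 in all, against 30 and 76, 106 in all, with the matched hour as a block. This balance depended on scaling: TMM factors gave 50 higher and 53 lower, DESeq2 size factors 52 and 52, the edgeR test 54 and 55, and the DESeq2 test 60 and 53. Among calls of any strain effect, the split was 29 to 28 with TMM factors and 29 to 24 with DESeq2 size factors. The median difference of all arms, -0.07, moved by 0.06 with TMM factors and by 0.10 in the DESeq2 test. This median includes rare arms, whose differences the pseudocount compresses. In the 207 arms with a mean of at least 50 in a strain it was -0.18, with 71 higher and 136 lower. Abundant arms could move more with TMM factors, as did miR-84-5p from -0.75 to -0.59.

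**Figure D2:**
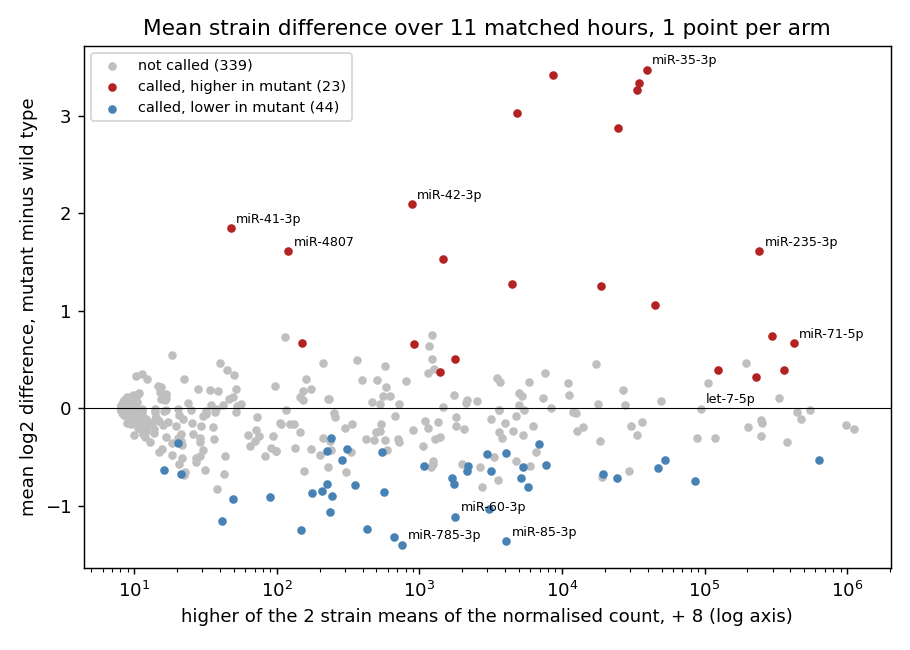
Mean log2 difference between the mutant and wild type over 11 matched hours against the higher of the strain means of the normalised count plus 8 (log axis); each point is 1 of 406 arms, red where called higher (23), blue where called lower (44) and grey where not called. The mir-35 family 3p arms stand apart at the top, and the called decreases reach -1.40.

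Of 4 miRNAs that the study tied to EBAX-1, miR-235 and miR-71 were described in these samples, so that their part of the list is not independent evidence of its direction. miR-788 and miR-247 were described at later hours, in a time course not used here. Besides miR-235-3p, miR-71-5p rose from 284480 to 422761 normalised counts (log2 difference 0.67 ± 0.09), a call kept in 11 of 22 fits that each left out 1 library. The strains differed by -0.16 at matched hour 20 and by 1.47 at matched hour 23. miR-788-3p had a difference of -0.74 ± 0.14 and was lower in 11 of 11 hours, which missed the limma test of any strain effect (adjusted p = 0.0560) and passed that of the mean difference (adjusted p = 0.00139). miR-247-3p had a difference of 0.09 ± 0.16 and passed neither (limma adjusted p = 0.662 and 0.738). Of the 4 guide arms 2 rose, and of the 4 passenger arms 2 fell, miR-71-3p by 0.71 ± 0.05 and miR-788-5p by 0.72 ± 0.10. The guide is set by abundance in these wild-type libraries, whereas the study modelled the 5p arms of miR-788 and miR-241 as guides, so the fall of miR-788-5p is that of a guide in its reading. The counts were 2 and 2 adjusted over the list alone. With TMM factors the call of miR-788-5p was lost (adjusted p = 0.0438 in limma). The gene of miR-71 lies within an intron of ppfr-1 on its own strand (chromosome I, 9379927 to 9380020).

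**Figure D3:**
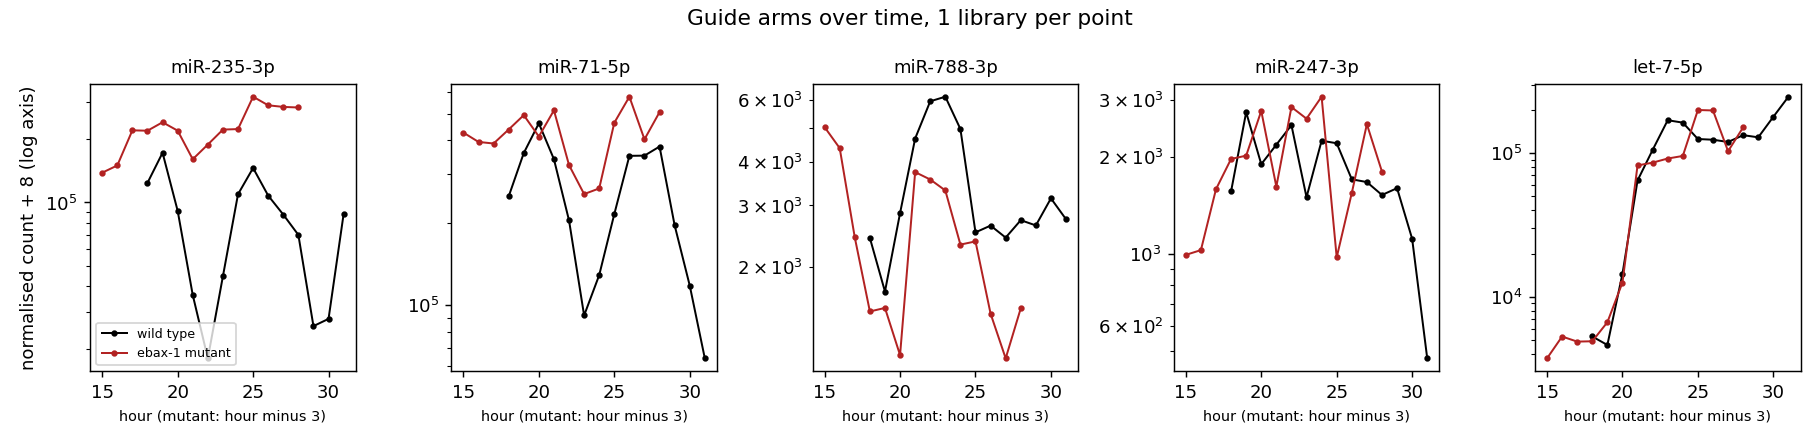
Normalised count plus 8 (log axis) of 5 guide arms against hour, with mutant hours moved back by 3 h; each point is 1 library, wild type in black and the ebax-1 mutant in red. The lowest wild-type value of miR-235-3p was 18141 normalised counts at 22 h, and its lowest value in the matched mutant libraries was 160615.

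Families with heterochronic roles moved in part. Of the let-7 family, which times later larval fates, 4 of 7 guide arms fell: miR-793 by 0.81 ± 0.06, miR-84-5p by 0.75 ± 0.07, miR-795-5p by 0.68 ± 0.08 and miR-794-5p by 0.59 ± 0.06, and 4 fell adjusted over the list alone. With TMM factors only the call of miR-793 remained among these 4 arms, and the median of the 7 moved from -0.59 to -0.43. let-7-5p itself differed by -0.01 ± 0.15 (limma adjusted p = 0.554), but at a lag of 4 h it was 0.47 higher and passed (limma adjusted p = 0.00647). Of the family's 6 passenger arms 2 rose, let-7-3p by 0.66 and miR-48-3p by 0.50, and miR-795-3p and miR-794-3p fell (3 fell and 2 rose adjusted over the list alone). The rare miR-794-3p averaged 8.07 normalised counts in wild type and 2.40 in the mutant, the latter within the range of the floor. Its call was lost in the edgeR quasi-likelihood test (adjusted p = 0.0140) and the DESeq2 likelihood ratio test (adjusted p = 0.0171). With the matched hour as a block, the calls of let-7-3p and miR-48-3p were lost (limma adjusted p = 0.0339 and 0.0144). In the lin-4 family, miR-237-5p rose by 0.74 ± 0.07 while lin-4-5p, with a difference of 0.27, did not pass. Neither passenger arm passed, and 1 guide and 1 passenger arm rose adjusted over the list alone. The camera test of the let-7 guide arms gave an adjusted p = 0.0199 and did not pass.

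The mir-44 family had 3 of 4 guide arms higher, miR-45-3p by 0.39 ± 0.05, miR-44-3p by 0.39 ± 0.05 (calls kept in 7 of 22 fits that each left out 1 library) and miR-61-3p by 0.32 ± 0.03, and 3 adjusted over the list alone, and none of its 4 passenger arms passed either way. The mature sequences of miR-44-3p and miR-45-3p are near-identical, and their counts kept a ratio of 2.91 to 2.94 in every library, so that these 2 calls amount to 1 measurement. In the mir-42 cluster 1 of 3 guide arms (miR-44-3p) and 2 of 3 passenger arms (miR-42-3p and miR-43-3p) rose, with the same counts adjusted over the list alone. In the mir-51 family 1 of 6 guide arms (miR-55-3p, log2 difference -0.59) and 1 of 6 passenger arms (miR-51-3p, -0.79) fell, and in the mir-63/64 family 2 of 5 guide arms (miR-63-3p, -0.72, and miR-229-5p, -0.54) and 1 of 5 passenger arms (miR-63-5p) fell. These counts were the same adjusted over the list alone. The median of the mir-63/64 guide arms was -0.15 and turned to 0.01 with TMM factors. In the mir-58 family, related to the insect miRNA bantam, 1 of 5 guide arms (miR-80-3p, -0.61) and 1 of 5 passenger arms (miR-81-5p) fell, against 1 and 2 adjusted over the list alone. The guide median of -0.17 was -0.01 with TMM factors and 0.00 with DESeq2 size factors. The calls of miR-55-3p and miR-80-3p were lost with TMM factors (limma adjusted p = 0.0407 and 0.0175), that of miR-81-5p with the matched hour as a block (0.0318) and that of miR-63-5p in the edgeR test (0.0523). By the guide rule of abundance, none of 4 guide arms of the mir-2 family passed. Among its 4 passengers miR-43-3p rose and miR-2-5p fell, the same adjusted over the list alone. The study modelled the 3p arms of miR-42 and miR-43 as guides, so the rises of miR-42-3p and miR-43-3p are those of guides in its reading. In the mir-72 family 1 of 3 guide arms (miR-74-3p, -0.61) fell and none of 3 passengers passed, against 2 passengers that rose adjusted over the list alone. The calls of miR-74-3p and miR-2-5p were lost with DESeq2 size factors (limma adjusted p = 0.0130 and 0.0119) and kept in 5 and 7 of 22 fits that each left out 1 library.

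Of arms known from single tissues, miR-60-3p of the intestine fell as given above, miR-1-3p of muscle fell by 0.53 ± 0.06, and lsy-6-3p, which acts in the left ASE taste neuron, fell by 0.87 ± 0.10. The other 2 neuronal guide arms, miR-124-3p and miR-791-5p, and 3 neuronal passengers did not pass, and neither did the passengers of miR-1 and miR-60. Adjusted over the list alone, the counts were the same. The glial miR-228-5p had a difference of 0.26 and did not pass, but counted as higher adjusted over the list alone, and its passenger did not pass either way. Of 4 epidermal guide arms miR-84-5p fell, and of 4 epidermal passengers let-7-3p and miR-48-3p rose, with 1 more passenger lower adjusted over the list alone. Of 4 mirtron guide arms miR-1020-3p fell, and the 1 passenger counted as lower only adjusted over the list alone. The late-rising list held miR-357, miR-358 and miR-359, of which none of 3 guide and 2 passenger arms passed either way (limma adjusted p = 0.0208 for miR-359). miR-85-3p, which also rises late, was not on that list and fell as given above. The call of miR-1-3p was lost with TMM factors (limma adjusted p = 0.0238). Of 19 lists, camera of limma called the mir-35 guide arms alone at the preset correlation, and 0 lists with an estimated correlation. The mir-44 guide arms were called by camera on the edgeR model (adjusted p = 0.00464), but not by camera of limma (adjusted p = 0.0139 at the preset and 0.515 with an estimated correlation). This list of 4 arms counts miR-44-3p and miR-45-3p apart, although they amount to 1 measurement. Its estimated correlation was 0.59, which camera on the edgeR model did not take into account.

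Because both arms come from 1 precursor, the ratio of guide to passenger asks whether the arms changed together. By limma's test of the mean difference, the ratio differed between strains in 43 of 96 hairpins, higher in the mutant in 22 and lower in 21. The study modelled the 3p arms of miR-41, miR-42 and miR-43 as guides, and with the 3p arm as guide there, chosen after seeing the data, 25 were higher and 18 lower. It also modelled miR-230-5p, miR-790-5p, miR-241-5p and miR-49-3p as guides, and these ratios were not turned. Their changes were 1.49, 0.47, 0.41 and -0.82 here, each called, so 25 and 18 are not the counts under the study's full assignment. The F test of all strain terms, used above for single arms, called 21 hairpins. miR-39 gained most: its guide was 16.1 times as abundant as its passenger in wild type and 255 times in the mutant (log2 change 3.77 ± 0.13, SE, n = 11 hours per strain). The ratio also rose in miR-35 (3.44 ± 0.15), miR-40 (3.34 ± 0.11), miR-36 (3.21 ± 0.13) and miR-37 (2.60 ± 0.12). It fell by 2.41 ± 0.15 in miR-42, by 1.86 ± 0.13 in miR-43 and by 1.76 ± 0.27 in miR-41, the hairpins whose 3p arm counts as the passenger and rose. It fell by 1.01 ± 0.12 in miR-74 and by 0.94 ± 0.12 in miR-786. miR-235 (1.42 ± 0.12) and miR-71 (1.38 ± 0.13) were among the hairpins with a higher ratio, whereas let-7 did not pass (-0.67 ± 0.21, limma adjusted p of the mean difference = 0.0113).

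**Figure D4:**
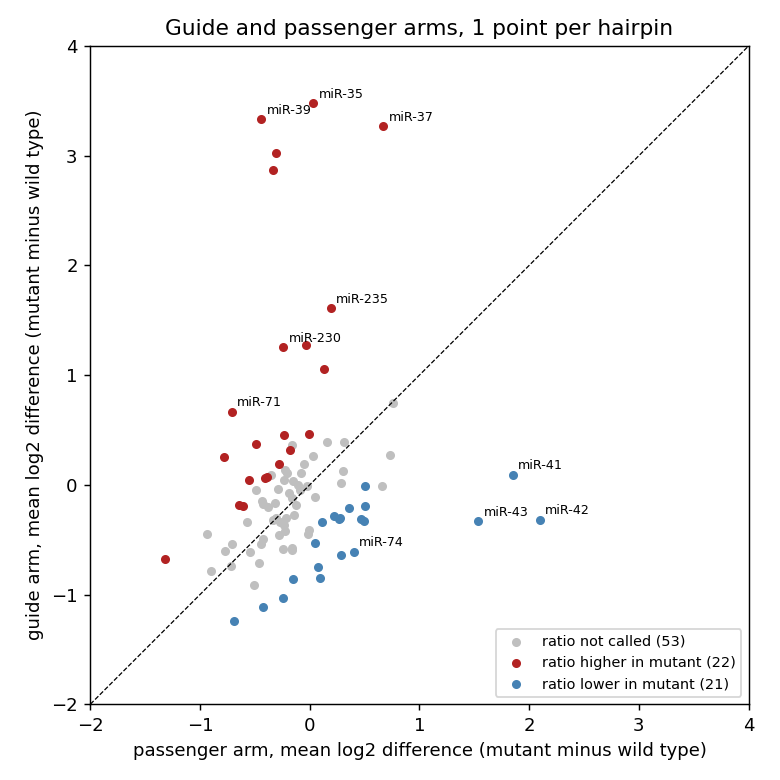
Mean log2 difference of the guide arm against that of the passenger arm, mutant minus wild type, for 96 hairpins; red marks a higher ratio in the mutant (22), blue a lower one (21), grey no call, and the dashed line equal change. The members of the mir-35 family shown and miR-43 lie farthest from that line.

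Rhythm asked whether the rise and fall within a larval stage differed. Of 406 arms limma called 3, each with adjusted p = 0.00771: the amplitude of miR-35-3p was 0.75 in wild type and 0.28 in the mutant (log2), that of miR-37-3p 0.77 and 0.23, and that of miR-40-3p 0.63 and 0.17. miR-235-3p had amplitudes of 1.23 and 0.27 and did not pass (adjusted p = 0.0510), and miR-71-5p had 0.998 and 0.454 (adjusted p = 0.265). With all 14 hours of each strain, 2 arms passed, miR-235-3p (limma adjusted p = 0.00461) and miR-40-3p. On the linear scale, the SD over the 11 hours, which includes any trend, was larger in the mutant for miR-35-3p (1528 in wild type and 8535 in the mutant), miR-37-3p (1619 and 5862) and miR-40-3p (194 and 979). The smaller log2 amplitudes of these 3 arms are relative to a higher level, so they do not show a smaller rise and fall in counts. Their amplitude on the linear scale was not fitted. The strain difference itself changed with time in 4 arms, miR-35-3p, miR-37-3p, miR-40-3p and miR-85-3p. With TMM factors the rhythm test called 0 arms, 30 having an unadjusted p under 0.05. Leaving out single libraries gave 0 to 5 calls of rhythm and 0 to 4 of a change with time.

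In wild type 123 of 392 arms changed over time, 48 with a rising and 75 with a falling trend. miR-5592-3p rose by 0.99 ± 0.05 per hour on the log2 scale, from 8.84 ± 4.71 normalised counts at 18 to 20 h to 9568 ± 508 at 29 to 31 h (SD, n = 3 hours). Its mate miR-5592-5p rose by 0.89 per hour, miR-85-3p by 0.80, miR-246-3p by 0.65 and miR-357-3p by 0.62. The steepest falling trends were those of miR-797-3p (-0.16 per hour), miR-229-3p and miR-42-5p (-0.14 and -0.13), miR-796 and miR-45-5p (both -0.13). An amplitude of at least 0.5 was found in 39 of these arms, among them let-7-3p (2.71), lin-4-3p (1.79) and miR-235-3p (1.31). In the mutant 73 of 391 arms changed, 35 rising and 38 falling, and 14 had such an amplitude. In both strains 62 arms changed.

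The 3 h offset came from mRNA, so the small RNAs were asked for their own. Over 95 arms that changed in wild type, without the mir-35 family and the list of the study, the median Pearson correlation across 9 hours was 0.666 when the mutant was moved by 2 h and 0.629 when moved by 3 h, against 0.290 without a shift. Passenger arms alone (30 arms) aligned best at 3 h, with a median of 0.852. These are correlations over time within single courses of arms that are not independent, and carry no test.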

Values the study reported

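From mRNA of the same time course, the study placed the ebax-1 mutant 3 h behind wild type. It therefore set wild-type hours 18 to 28 against mutant hours 21 to 31, which gave 11 time points of each strain, and used an adjusted p of 0.01 as its threshold.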

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

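The tests of delay, of shared reads and of hairpin production for the mir-35 family were chosen only after its increase was seen. The strain difference changed over the matched hours in miR-85-3p, miR-35-3p and miR-40-3p (limma adjusted p = 0.00391 each) and in miR-37-3p (adjusted p = 0.00403). miR-85-3p was 1.30 higher in the mutant on the log2 scale at matched hour 19 and differed by -2.49 at matched hour 22, and miR-35-3p was higher by 4.56 at matched hour 20 and by 2.30 at matched hour 23. The 7 h rhythm on the log2 scale differed in miR-35-3p, miR-37-3p and miR-40-3p (limma adjusted p = 0.00771 each). Of 100 splits that swapped strain labels within hours, the real one included, 11 gave at least the 4 calls of a changing difference, the highest of the others calling 45, and 8 gave at least the 3 calls of rhythm, the highest of the others calling 63. Chance was therefore not excluded for either count. Splits with many times the real count point to a structure of the samples, since swapping a run of hours turns a constant strain difference into one that changes with time.

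The 3p arms of the mir-35 family stood higher in the mutant throughout. A developmental delay of up to 13 h was excluded as the whole cause, because in 8 of 8 arms the mutant library of 31 h lay above every wild-type library, by 1.81-fold for miR-41-3p to 4.13-fold for miR-35-3p, as did that of 30 h. Reads of 1 member assigned to all of them were excluded too, since 21 of 28 pairs of arms differed in their change by the mean difference, and 18 by the test of any strain effect, although partial sharing stays open. Pairs with miR-41-3p carry little weight in these counts, because the pseudocount compresses its rise from 4.10 to 39.6 normalised counts. Among the other pairs that differed, miR-35-3p rose more than miR-42-3p by 1.38 ± 0.08 and more than miR-36-3p by 0.60 ± 0.10 (SE). More hairpin in the mutant would raise both arms, but the 5p arms had a median change of -0.14 against 3.15 for the 3p arms, so slower decay of the 3p arms may be the cause, as a hypothesis found and tested on the same libraries. A difference between the cultures other than the ebax-1 allele cannot be told apart from it with 1 library per strain and hour.

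The 7 h amplitude of miR-235-3p in the mutant was 0.216 of that in wild type on the log2 scale, a difference that did not pass in the matched hours. Loss of synchrony in the mutant culture could flatten every rhythm. The comparison took 22 other arms with a mean of at least 50 outside the mir-35 family and the list of the study. Their median ratio was 0.739, and 2 of them lay at or under the ratio of miR-235-3p. They were chosen by a joint test of trend and rhythm and an amplitude of at least 0.5, so steep risers such as miR-5592-3p qualify. In risers the amplitude can reflect the shape of the trend, so this median cannot decide on synchrony. The passengers let-7-3p and lin-4-3p, which the study described as oscillating, had ratios of 0.780 and 0.719, so these rhythms were flattened less than that of miR-235-3p. Over all 38 other arms that passed this joint test and amplitude, counted after that result was seen, the median was 0.616. Of these, 3 lay at or under the ratio of miR-235-3p. All these ratios rest on 1 period of 7 h fitted to both strains. The study reported longer larval stages in the mutant by a luciferase assay, but roughly equal speed of both strains from mRNA of this time course. A period of its own for each strain was not fitted, so the ratios may depend on this setting. The highest ratio at lags of 0, 1, 2 and 4 h was 0.256, which does not test a wrong lag, because a shift in time leaves a fitted amplitude as it is. A constant stable pool added to an unchanged rhythm stays open, because the amplitude on the linear scale was 59094 in wild type and 42489 in the mutant, a ratio of 0.719 that lies between what an unchanged and a lost rhythm would give. The effect of the allele itself was not separated from that of the culture.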

How the results depend on the processing

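The fits without mutant 28, 29 and 31 h, with the 3p arm as guide, with an extrapolated end hour and with every arm of the table were chosen after seeing the data. The 67 calls of any strain effect became 136 and 124 at lags of 0 and 1 h, 42 with a pseudocount of 1 and 110 at a threshold of 0.05, and the other planned settings of the same test stayed within 1.5 times, single libraries apart. Of the 67 arms, 51 were shared with TMM factors, 47 with DESeq2 size factors, 52 with edgeR and 59 with the DESeq2 test. Without mutant 28, 29 and 31 h together 17 were called, 16 of them shared. These 17 calls were 11 higher and 6 lower, while the mean difference gave 26 higher and 65 lower. The matched hour as a block gave 106 calls, 30 higher and 76 lower, but tests the mean difference alone and so compares with the 123 calls of that test. Leaving out 1 library gave 34 to 79 calls, with 44 lacking wild type 20 h, 37 lacking 24, 27 or 28 h, 34 lacking 25 h and 39 lacking 26 h. The higher and lower counts of the mean difference were 50 and 53 with TMM factors, 52 and 52 with DESeq2 size factors, 54 and 55 with edgeR and 60 and 53 with the DESeq2 test, and 29 to 37 and 74 to 96 with 1 library left out. With all 11 hours kept in the average, and an end hour of 1 strain extrapolated, they were 9 and 2 lacking wild type 18 h, 9 and 6 lacking wild type 28 h, 15 and 26 lacking mutant 21 h, and 8 and 2 lacking mutant 31 h, because extrapolation widens the error.

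The 4 calls of a difference that changed with time became 60, 43 and 8 at lags of 0, 1 and 4 h, 0, 2 and 0 with splines of 3, 4 and 5 components (limma, 38 and 35 arms at an unadjusted p under 0.05 where 0 were called), 0 with a pseudocount of 1 (60 unadjusted), 7 with edgeR, 14 with the DESeq2 test, 7 at a threshold of 0.05 and 0 with limma without mutant 28, 29 and 31 h (41 unadjusted). Leaving out 1 library gave 0 to 4 calls: 0 lacking wild type 21, 22, 23, 24, 25, 26 or 28 h or mutant 22, 25, 26, 27 or 31 h (39 to 119 unadjusted), 1 lacking mutant 23 h, and 2 lacking wild type 19 or 20 h or mutant 30 h. The 3 calls of rhythm became 0 with limma at periods of 6 and 8 h (25 and 31 unadjusted), with a pseudocount of 1 (31), at a lag of 4 h (57) with TMM factors (30) and without mutant 28, 29 and 31 h (29), and 53, 30 and 5 at lags of 0, 1 and 2 h. Leaving out 1 library gave 0 to 5: 0 lacking wild type 18 to 25 h or 27 h or mutant 22 to 27 h, 29 or 31 h (26 to 48 unadjusted), 1 lacking mutant 30 h and 5 lacking wild type 28 h. The cause was not tested.

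The 43 ratio calls, made on the mean difference and not on the F test of the 67, stayed between 40 and 51 with 1 library left out, and the courses between 109 and 125 arms in wild type and 55 and 78 in the mutant. Testing every arm of the table gave 114 and 61. Without mutant 28, 29 and 31 h, 33 ratios and 52 arms of the mutant course were called. The lag was 3 h with passenger arms only. Camera called 0 lists with an estimated correlation (1 at an unadjusted p under 0.05), fry 13 and camera on the edgeR model 2, the mir-35 and mir-44 guide arms. Fry asks whether the arms of a list change at all, whereas camera compares them with the other arms. The 13 lists of fry therefore answer another question than the counts of camera. Signs turned at a lag of 0 h for let-7-3p (-0.041), miR-82-5p (-0.29) and miR-1-5p (-0.0107), at a lag of 4 h for let-7-5p (0.47), and with the 3p arm as guide, by construction, for the ratios of miR-41 (1.76), miR-43 (1.86) and miR-42 (2.41). Otherwise named calls were kept in 999 combinations of result and setting and lost in 120, 34 of them without mutant 28, 29 and 31 h, and with 1 library left out kept in 1149 and lost in 267. Of 22 fits lacking 1 library, the call was kept in 2 for miR-788-5p, 4 for miR-39-5p, 5 for let-7-3p, miR-41-3p and miR-74-3p, 7 for miR-2-5p, miR-44-3p, miR-45-3p and miR-60-3p, 8 for miR-37-5p, miR-48-3p and miR-392-3p, and 9 for miR-55-3p, miR-229-5p and miR-799. Low depth limits arms such as miR-41-3p, with a wild-type mean of 4.10 normalised counts.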

Other observations

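The tests of scaling to the library total and of the X chromosome were chosen only after the results were seen, as were the fit without 3 late mutant libraries and the courses of the mir-35 family, miR-253-3p, miR-230-3p, miR-34-5p and the late levels given for miR-85-3p and miR-246-3p. Within the mutant course of 18 to 31 h, the mir-35 family did not stay level. miR-39-3p fell from 61809 ± 6642 normalised counts at 18 to 20 h to 22166 ± 4656 at 29 to 31 h (SD, n = 3 hours, slope -0.12 ± 0.01 per hour on the log2 scale, limma adjusted p = 1.90e-04), miR-40-3p from 7249 to 3502 and miR-36-3p from 40166 to 17925. miR-35-3p, miR-37-3p and miR-38-3p had slopes of -0.07, -0.06 and -0.08 and did not pass (limma adjusted p = 0.0131, 0.0110 and 0.0117). In wild type the same 6 arms changed over time and were higher late than early, miR-37-3p by 3.01-fold and miR-40-3p by 1.86-fold. The early and late windows fall at different phases of a 7 h rhythm, so these folds alone do not show a rising trend. The slopes were not tested against each other between strains. The late mutant libraries of 28, 29 and 31 h stand apart, with 301, 647 and 754 normalised counts of miR-62 against at least 1235 in every other mutant library, and the levels at 29 to 31 h rest on 2 of them. They also had the lowest totals and the fewest arms with a read among the mutant libraries. At 30 h alone miR-39-3p stood at 27463. Without these 3 libraries its slope was -0.10 and still passed (limma adjusted p = 0.00203), as did miR-35-3p (slope -0.10, adjusted p = 0.00360). miR-36-3p (slope -0.06 against -0.09 with them, limma adjusted p = 0.0574) and miR-40-3p (slope -0.08 in both fits, adjusted p = 0.0102) did not pass with the fewer libraries.

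Among called arms outside the named ones, miR-253-3p rose by 1.27 ± 0.12, miR-230-3p by 1.25 ± 0.08 (from 8214 to 18639 normalised counts) and miR-34-5p, whose relatives in mammals respond to p53, by 1.06 ± 0.07 (from 21367 to 44615). All 3 were higher in the mutant in 11 of 11 hours. The study modelled the 5p arm of miR-230 as its guide, so miR-230-3p is a passenger in that reading. In the courses, miR-85-3p reached 49554 ± 26622 normalised counts at 29 to 31 h in wild type and 4270 ± 1781 in the mutant (SD, n = 3 hours), and miR-246-3p reached 14425 and 3404. These late levels compare equal hours, without the shift of 3 h, and in the mutant they rest in part on the libraries of 29 and 31 h.

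More arms were lower than higher in the mutant, 90 against 33 by the mean difference. With TMM factors the lower calls were 1.06 times the higher ones, but these factors place most arms near no change, so an even split is what they impose and scaling to the library total stays open as an explanation. Lower library totals in the mutant were excluded as the cause, since thinning every library to the smallest total left 2.31 lower calls per higher call.

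For any strain effect, the mean difference and the guide to passenger ratio, only the real split, 1 of 100, gave as many calls. Chance was thus excluded only as a random labelling of single hours. A chance difference between the cultures was not excluded, because a constant offset between them would also make the real split stand out. The real counts were 67, 123 and 43, and the highest of the other splits gave 65, 63 and 26. The split with 65 and 63 calls swapped every hour from 19 to 27 h, 9 of the 11, and so is close to the mirror of the real one. For the lists called by camera, 35 of 100 splits gave at least the 1 list of the real split, the highest of the others giving 2, so chance was not excluded there.

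Several of the largest decreases, miR-785-3p and miR-799 among them, are encoded on the X chromosome. The test took guide or single arms with a mean of at least 50 in a strain and 1 annotated position, outside the mir-35 family. The 48 X-linked arms had a median difference of -0.31, with 15 called lower and 4 higher, and the 75 autosomal ones a median of -0.19, with 13 lower and 7 higher (two-sided permutation test of the medians, p = 0.363; the calls were not tested), so a chromosome-wide difference was not shown and stays open.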
